# STAT6 Transcription Factor Is a Facilitator of the Nuclear Receptor PPARγ-Regulated Gene Expression in Macrophages and Dendritic Cells

**DOI:** 10.1016/j.immuni.2010.11.009

**Published:** 2010-11-24

**Authors:** Attila Szanto, Balint L. Balint, Zsuzsanna S. Nagy, Endre Barta, Balazs Dezso, Attila Pap, Lajos Szeles, Szilard Poliska, Melinda Oros, Ronald M. Evans, Yaacov Barak, John Schwabe, Laszlo Nagy

## Abstract

Peroxisome proliferator-activated receptor γ (PPARγ) is a lipid-activated transcription factor regulating lipid metabolism and inflammatory response in macrophages and dendritic cells (DCs). These immune cells exposed to distinct inflammatory milieu show cell type specification as a result of altered gene expression. We demonstrate here a mechanism how inflammatory molecules modulate PPARγ signaling in distinct subsets of cells. Proinflammatory molecules inhibited whereas interleukin-4 (IL-4) stimulated PPARγ activity in macrophages and DCs. Furthermore, IL-4 signaling augmented PPARγ activity through an interaction between PPARγ and signal transducer and activators of transcription 6 (STAT6) on promoters of PPARγ target genes, including *FABP4*. Thus, STAT6 acts as a facilitating factor for PPARγ by promoting DNA binding and consequently increasing the number of regulated genes and the magnitude of responses. This interaction, underpinning cell type-specific responses, represents a unique way of controlling nuclear receptor signaling by inflammatory molecules in immune cells.

## Introduction

PPARγ is a nuclear hormone receptor activated by oxidized fatty acids and regulating many aspects of lipid metabolism and inflammation (Itoh et al., 2008; Kliewer et al., 1997; Krey et al., 1997; Nagy et al., 1998). The major functions include regulation of adipocyte differentiation (Tontonoz et al., 1994b) and lipid metabolism in macrophages (Nagy et al., 1998; Ricote et al., 1998a; Tontonoz et al., 1998). The expression and activity of PPARγ in various cell types are strictly regulated (Kliewer et al., 1994; Szanto and Nagy, 2005; Szatmari et al., 2004; Tontonoz et al., 1994b). However, expression of the receptor and the presence of appropriate ligands are usually not sufficient to elicit optimal or maximal responses. Further transcriptional mechanisms contribute to facilitate or restrict responsiveness leading to cell type- or condition-specific gene expression pattern (Balint et al., 2005; Carroll et al., 2005; Castrillo et al., 2003; Laganière et al., 2005).

Here, we aimed to understand the impact of extracellular signals on PPARγ activity in macrophages and DCs. Both cell types represent highly specialized but heterogeneous cell populations of the immune system. Macrophages originate from bone marrow progenitors committed to the monocytic lineage (Friedman, 2002). Monocytes are recruited to sites of inflammation and turn into macrophages. The immune phenotype of macrophages depends on the cellular environment and presence of various activator molecules (Gordon, 2003). In addition to pathogen clearance they also regulate resolution of inflammatory responses. These opposing or polarized activities are initiated and maintained by immunomodulatory factors such as cytokines and microbial products and manifest in distinct activation states. Proinflammatory molecules, such as interferon-γ (IFN-γ) and tumor necrosis factor (TNF) or activators of Toll-like receptors (TLRs), result in classical activation of macrophages. In contrast, alternatively activated macrophages, which differentiate upon IL-4 stimulus (Stein et al., 1992), exhibit a different phenotype provoking tolerance or T helper 2 (Th2) immune responses (Cua and Stohlman, 1997). IL-4 induces both *Pparg* and 12/15-lipoxygenese, which synthesizes a potential ligand for PPARγ (Huang et al., 1999).

Similarly to macrophages, dendritic cells (DCs) are also capable of inducing both inflammatory and anti-inflammatory responses. DCs are sentinels of the immune system and connect innate and acquired immunity (Steinman et al., 1979). Human DCs can be modeled by monocytes exposed to granulocyte-monocyte colony stimulating factor (GM-CSF) and IL-4. This cell type has been shown to be exquisitely responsive to PPARγ activation (Gosset et al., 2001; Nencioni et al., 2002; Szatmari et al., 2004). This shared requirement of IL-4 invokes an intriguing similarity between alternatively activated macrophages and DCs. PPARγ activity has been analyzed irrespective of the inflammatory state of macrophages and DCs and prior reports focused on downstream effects of PPARγ on inflammatory reactions. Based on these, PPARγ is considered a negative regulator of macrophage activation (Jiang et al., 1998; Ricote et al., 1998b). This is believed to be mediated by the failed induction of inflammatory genes by proinflammatory transcription factors (Li et al., 2000; Pascual and Glass, 2006). However, in adipocytes, but also in DCs, PPARγ induces as well as represses hundreds of genes (Guo and Liao, 2000; Szatmari et al., 2007). These observations suggest that PPARγ responses are stringently controlled and determined by cell type and condition-specific factors. The identification of such factors could explain differences in PPARγ-evoked responses in subtypes of macrophages and DCs.

We used gene-specific and global transcriptomics approaches in mouse and human macrophage subtypes and DCs to show that proinflammatory molecules inhibited, whereas IL-4 augmented, both PPARγ expression and ligand-induced transcriptional activity. Pharmacological and genetic evidence showed that this effect was mediated by the STAT6 transcription factor, which acted as a facilitator of PPARγ-mediated transcription. In addition, we proposed a mechanism by which STAT6 interacted with PPARγ and the cooperative binding of the two factors led to increased PPARγ responsiveness. Thus, these findings provide the molecular mechanism for robust PPARγ-regulated gene expression in these cell types.

## Results

### Expression of *PPARg* Is Determined by the Activation State of Macrophages and DCs

To define conditions of maximal *PPARg* expression and responsiveness, human monocyte-derived macrophages were activated either with IL-4 or with the proinflammatory cytokines IFN-γ, TNF, or lipopolysaccharide (LPS). AMAC-1, CD206, CD209, and CD23 were used as markers to define alternative or CD80, CD83, CD86, and HLA-DR to define classical activation of macrophages. Immature DCs were differentiated from monocytes with GM-CSF+IL-4, and LPS was used to induce maturation. CD1a and CD209 were used as markers of DC development (data not shown) (Geijtenbeek et al., 2000; Porcelli, 1995). *PPARg* was induced during monocyte-macrophage transition (Figure 1A) and its expression was further increased by IL-4 but decreased by IFN-γ. Similarly, *PPARg* was induced upon differentiation of immature DCs and was modestly upregulated upon DC maturation with LPS (Figure 1A).

The induction of *PPARg* by IL-4 was rapid and specific and translated into increased levels of PPARγ protein in macrophages (brown nuclear staining) (Figure 1B). Neither *PPARa* nor *PPARd* showed similar expression (Figures S1A–S1C available online). In contrast, PPARγ was essentially missing from IFN-γ-stimulated classically activated cells (Figure S1B). In order to assess the in vivo expression distribution of PPARγ in macrophages, we surveyed tissues via immunohistochemistry (Figures S1E–S1Y). PPARγ-positive macrophages were identified in tissues such as Peyer's patch (Figures S1E–S1G), lamina propria of normal small intestinal villi (Figures S1H–S1J), reactive lymph node (Figures S1K–S1M), lymphoepithelial tissue of the tonsil (Figures S1N–S1P), perivascular macrophages of lymph node (Figures S1Q–S1S), and the lung (Figures S1T–S1Y), showing expression preferentially in alternatively activated macrophages as determined by DC-SIGN staining.

Next, we analyzed the ligand-induced transcriptional activity of PPARγ by treating cells with the agonist Rosiglitazone (RSG). *FABP4* (encoding FABP4, also known as aP2) (Tontonoz et al., 1994a), a well-established PPARγ target gene, was strongly induced at both mRNA and protein levels in macrophages activated with IL-4 and in GM-CSF+IL-4-induced immature DCs (Figures 1C and 1D). Modest induction of *FABP4* by RSG was observed in nonactivated control and TNF-treated macrophages and upon IL-4 treatment. Importantly, IFN-γ, IFN-γ+TNF, and/or LPS inhibited *FABP4* induction in both macrophages and mature DCs. These effects were specific for PPARγ target genes as shown by the fact that neither LXRα nor PPARα, δ activity was affected (Figure S1D and data not shown). Therefore, diverse signals could induce *PPARg* expression (e.g., LPS, GM-CSF), but only IL-4 could also augment transcriptional responsiveness as determined by target gene induction. This finding led to the hypothesis that IL-4 is a facilitator of PPARγ via a mechanism we termed IL-4-induced augmentation of PPARγ response.

### IL-4 Is an Enhancer of PPARγ Transcriptional Responses

To test the extent of IL-4 augmentation of PPARγ response, we performed microarray analysis of RSG-treated human macrophages (Figures 1E and 1F). In the absence of IL-4, RSG induced 88 and repressed 32 genes (Figure 1E). IL-4 treatment resulted in an increase in the number of both the RSG-induced (336) and -repressed (274) genes. IL-4 not only enabled PPARγ to regulate a larger set of genes (635 versus 120) but also increased the magnitude of responses on individual genes. 665 genes (out of 730 regulated by RSG in control or IL-4-treated macrophages) were more responsive to RSG in the presence of IL-4 (Figure 1F; Table S1). These data suggest that IL-4-augmented PPARγ response applies to the vast majority of PPARγ-regulated genes.

### IL-4 Induces Augmented PPARγ Response in Both Mouse Macrophages and DCs

IL-4 increased the expression of *Pparg* in monocytes isolated from bone marrow of C57Bl/6 mice (Figure 2A). *Fabp4* was induced by RSG and this change was augmented by IL-4 (Figure 2A). Alternative activation markers such as found in inflammatory zone 1 (*Fizz1*), mannose receptor (*Mr*), chitinase 3-like 3 (*Ym1*), and arginase 1 (*Arg1*) were induced by IL-4 (data not shown). RSG treatment barely induced the expression of PPARγ target genes, PPARγ angiopoietin-related protein (*Angptl4*), or *Fabp4* in mouse macrophages whereas the addition of IL-4 elicited responsiveness to RSG (Figure 2B). Induction of PPARγ target genes showed a similar pattern in mouse bone marrow-derived DCs (Figure S2A). These data demonstrate that human and murine macrophages and DCs behave similarly with respect to the effects of IL-4 on PPARγ expression and responsiveness.

### PPARγ Is Dispensable for IL-4 Signaling

Next, we assessed the relationship between PPARγ-IL-4 in macrophage-specific PPARγ-deficient mice carrying loxP-flanked and null alleles *Pparg*^fl/−^ (He et al., 2003) and a lysozyme (*Lys*) *Cre* transgene (Clausen et al., 1999). PCR assessment demonstrated near complete recombination (Figure S2B). This was confirmed by the complete loss of *Fabp4* induction by RSG (Figure 2C). No major differences in the induction of *Arg1* or *Ym1* markers of alternatively activated macrophages were detected in IL-4-treated bone marrow-derived macrophages from wild-type, *Pparg*^+/−^ *LysCre*, or *Pparg*^fl/−^ *LysCre* mice (Figure 2D). Similar results were obtained in peritoneal macrophages (data not shown). We performed microarray experiments to address the general contribution of PPARγ to IL-4 responses by using macrophages from *Pparg*^+/−^ and *Pparg*^fl/−^ *LysCre* mice. The vast majority of IL-4-regulated genes showed similar expression pattern. Neither the number of IL-4-regulated genes nor the magnitude of responses was affected by the absence of *Pparg* (Figures 2E and 2F; Table S2). Importantly, no difference was detected in the induction of alternative activation markers by IL-4 (Table S2). The majority of changing genes showed less than 2-fold difference between the two genotypes (*Pparg*^+/−^ and *Pparg* ^fl/−^ *LysCre*) (Figures 2E and 2F). Notably, this is also true for the nonoverlapping genes (Figure 2F). These turned out to be the lowest responders to IL-4 (1.5- to 2.5-fold) and although not significantly, the majority of them are regulated by IL-4 in both genotypes and no differentially expressed cluster could be detected in the heatmap or in the gene lists (Figure 2E; Table S2).

Very little influence of PPARγ was found when we compared the effects of RSG on IL-4-regulated genes and analyzed the coregulated ones (Figure 2E; Figure S2C). These data indicate only a modest contribution of PPARγ to IL-4 signaling and are inconsistent with PPARγ being required per se for initiation of alternative activation. The induction of markers of alternative macrophage activation *Ym1*, *Arg1*, or *Fizz1* by IL-4 were not affected by RSG treatment (Figure 2G). This was in agreement with the global gene expression analysis. We obtained similar results in Th2 cell-type response-prone BALB/c mice and in peritoneal macrophages (data not shown). Taken together, these data suggest that PPARγ is largely dispensable for IL-4-regulated gene expression in macrophages.

### STAT6 Is Required for PPARγ-Induced Gene Expression

To identify which downstream effectors of IL-4 impact PPARγ expression and/or activity, we used pharmacological inhibitors that distinguish between STAT6 and insulin receptor substrate-2 (IRS-2) pathways. Janus Tyrosine Kinase 3 (JAK3) inhibitor WHI-P131, but not JAK2 inhibitor TYRPhostin (or AG490) or phosphatidilinositol-3 kinase (PI3K) inhibitor wortmannin, inhibited induction of an IL-4-regulated gene, *AMAC1*, and of *PPARg*, indicating that these effects of IL-4 are mediated by JAK3 (Figure 3A). Similarly, JAK3 but not the JAK2 and PI3K inhibitors inhibited IL-4-induced augmentation of *FABP4* induction by RSG (Figure 3A). These results are consistent with the report that JAK3 is the major JAK isoform in myeloid cells (Witthuhn et al., 1994) and implicated its substrate STAT6 as the downstream IL-4 effector.

Next, we derived bone marrow-derived macrophages from wild-type and STAT6-deficient mice. Induction of the alternative activation marker *Ym1* and *Pparg* by IL-4 shows STAT6 dependence (Figure 3B). IL-4-augmented induction of PPARγ target genes *Fabp4* and *Angptl4* by RSG was detected only in wild-type but not in STAT6-deficient macrophages (Figure 3B). To test whether STAT6 is required for PPARγ-mediated gene expression on a global scale, we performed microarray analyses and identified RSG-regulated genes in the absence or presence of IL-4 in wild-type and STAT6-deficient mice (Figures 3C and 3D). The absence of STAT6 had a major impact on PPARγ-regulated gene expression. Substantially more genes were induced in the presence of IL-4 (Figure 3D, upper panels 45 versus 158) and the fold inductions were larger (Figure 3C). Moreover, the vast majority (82%) (45+158 genes) of the 225 RSG-induced genes were regulated by PPARγ in a STAT6-dependent manner and 99 out of the 225 RSG-induced genes showed higher expression upon IL-4 treatment (Table S3). 125 RSG-induced genes were repressed by IL-4, indicating that the expression pattern of *Angptl4* (i.e., repression by STAT6 and activation by PPARγ; Figure 3B) is not a gene-specific phenomenon but rather characteristic of a set of genes. Interestingly, IL-4 did not increase the number of genes repressed by RSG: 173 in the control versus 176 in the IL-4-treated cells. However, out of the 318 genes RSG repressed, 70% showed STAT6 dependence (Figure 3C). *Stat6* deletion decreased the number of RSG-silenced genes in the absence of IL-4 (Figure 3D, lower panels 148 versus 48), whereas they were increased in the presence of IL-4 (162 versus 228), indicating the existence of further STAT6-independent silencing mechanisms. Taken together, these data suggest that IL-4 augments PPARγ activity via STAT6. Furthermore, STAT6 is required for induction of the majority of PPARγ target genes (82%). These data are consistent with a general, facilitating role for STAT6.

### STAT6 Augments PPARγ Activity on Target Gene Promoters

We took several possible mechanisms of STAT6-mediated PPARγ facilitation into consideration. An obvious one is to see whether new protein synthesis was required for the enhancing effect or if it is purely transcriptional. IL-4-dependent induction of a STAT6-regulated gene, *AMAC1*, and that of *PPARg* was not affected by cycloheximide (CXM), suggesting a direct transcriptional event (Figure 4A). As expected, RSG could activate PPARγ independently of new protein synthesis as reflected in *FABP4* induction (Figure 4A). In the presence of CXM, IL-4 could still enhance ligand-induced *FABP4* expression, suggesting that STAT6-augmented PPARγ response did not require new protein synthesis. However, *FABP4* induction slightly decreased, indicating the contribution of new protein synthesis, most probably PPARγ protein production upon IL-4 treatment. In order to evaluate the contribution of the increased expression of the receptor, we transiently transfected cells to overexpress PPARγ. PPARγ target gene expression was enhanced by STAT6 when cotransfected and activated by IL-4, which should be independent of the induction of PPARγ (Figure 4B and data not shown).

To prove that IL-4 directly influences PPARγ, we excluded some obvious indirect mechanisms. IL-4 was shown to increase the production of a PPARγ activator, 15d-PGJ_2_, via inducing 12/15-lipoxygenase (Huang et al., 1999). IL-4 augmented PPARγ response well before the induction of 15-lipoxygenase in human macrophages, suggesting that STAT6 is unlikely to act via ligand generation (Figure 4C). We also excluded that STAT6 would generate an activator for the retinoid X receptor, the permissive dimerization partner for PPARγ, by using an RXR antagonist (Figure 4D). We also tested trichostatin A (TSA), a histone deacetylase inhibitor, but no difference could be observed in the nonactivated cells, suggesting that IL-4 does not act via suspension of histone deacetylation (Figure 4E). Further possible mechanism could be that STAT6 induces degradation of a repressor for *PPARg* or synthesis of an activator. By using a proteasome inhibitor, MG132, and translation inhibitor CHX (Figures 3A–4A), we excluded these possibilities as well. Interestingly, MG132 not only did not inhibit the enhancement but it further increased it, suggesting the presence of an activating factor that is degraded upon activation of PPARγ-STAT6. Such factor could be either the transcription factor itself or its coactivators. We cannot exclude the possibility that other inhibitory factors exist, which are activated through the proteasomal pathway. These experiments left us with the likely possibility that STAT6 acts on the promoter of PPARγ target genes.

### STAT6 Facilitates PPARγ Signaling at the Transcriptional Level

We chose the prototypic target gene, *FABP4* (Tontonoz et al., 1994a), to study PPARγ response at the promoter level. A 5 kb fragment of the human promoter responded to PPARγ activators and also to IL-4 and this latter could augment the effect of RSG in a reporter assay in two different cell lines, RAW264.7 and 293T (Figure 5A). This was surprising, because this fragment did not contain the human ortholog of the originally identified PPARγ response element, which we term here AdipoPPRE (Figure 5B; Tontonoz et al., 1994a). By using deletions and mutations, we identified a response element for PPARγ:RXR (Figures 5C and 5D and data not shown). We termed this element MacPPRE referring to macrophages (Figure 5D). Electrophoretic mobility shift assays (EMSA) and reporter assays were carried out to show preferential activation and binding of PPARγ to the enhancers (Figures 5E and 5F). This specificity disappeared when we mutated the PPARγ binding site to the consensus AGGTCA (Figure S3A). The human ortholog hAdipoPPRE (Tontonoz et al., 1994a) exhibited similar enhancer activities as the hMacPPRE (Figures S3B and S3C). Interestingly, the two most conserved regions in the entire promoter region in mammals are the Adipo and MacPPREs along with the core promoter indicating their functional importance (Figure 5G; Figure S3C). Unexpectedly, we found a consensus conserved STAT6 binding site downstream to MacPPRE (Figure 5D; Figure S3C), which was not present in the proximity of AdipoPPRE. This STAT6 response element was functional and as efficient (Figure 5H) as a known STAT6 enhancer from the *CCL11* gene (Figure 5I; Matsukura et al., 1999). A short promoter fragment that contained the composite element (MacPPRE and the STAT6 element) (Figure 5J) behaved similarly as the original 5 kb fragment (Figure 5A), indicating that this fragment is responsible for the STAT6-augmented PPARγ response. Mutation of the STAT6 binding site resulted in the loss of responsiveness to IL-4 (Figure 5K) without affecting induction by RSG. Mutation of DR1 abolished RSG-induced activation and also almost completely eliminated the effects of IL-4 (Figure 5L). The hAdipoPPRE did not show IL-4 responsiveness (Figure 5M). When isolated DR1s (consensus or MacPPRE from FABP4) were tested, STAT6 was ineffective in enhancing transcriptional activity (Figures S5E and S5F). Similarly, activity of a Gal-fusion PPARγ could not be augmented by STAT6 (Figure S5G). Thus these results indicate the requirement for the STAT6 binding site in the composite element to augment PPARγ response.

### In Vivo Binding of STAT6 to PPREs

These in vitro and transfection-based analyses established the presence of two functional PPREs in the FABP4 promoter, one of which (MacPPRE) is a complex element conferring IL-4-augmented PPARγ responsiveness. Next, we extended our studies to observe in vivo occupancy of this element by endogenous PPARγ and STAT6, and also to see how widespread the interaction of two factors is on known PPREs and STAT6 binding sites. Chromatin immunoprecipitation (ChIP) showed IL-4-induced binding of PPARγ and STAT6 to PPREs in 293T cells transfected with PPARγ and STAT6 (Figure 6A). In addition, both PPARγ and STAT6 were enriched on AdipoPPRE in wild-type macrophages when compared to *Stat6*^−/−^ cells (Figure 6B). Furthermore, with quantitative ChIP analysis on several known PPREs and STAT6 binding sites, we could detect PPARγ binding to all the tested elements except the negative control *Hoxa1*, and importantly this binding was markedly enriched in wild-type animals when compared to *Stat6*^−/−^ macrophages (Figure 6C), indicating that the two transcription factors are likely to be in the same DNA binding complex in vivo. Importantly, MacPPRE was more sensitive to the presence of STAT6 than AdipoPPRE. Thus, STAT6 seems to be enriched on several PPREs in vivo, suggesting a functional interaction between STAT6 and PPARγ.

### STAT6 Facilitates PPARγ's DNA Binding and Interacts with the Receptor

The binding of STAT6 to PPREs in PPARγ target genes' promoter and the close proximity of STAT6 and PPARγ binding sites in the human *FABP4* promoter raised the possibility of physical interaction between the two transcription factors. We first performed oligoprecipitation experiments in a monocytic leukemia cell line, THP-1, and both endogenously expressed PPARγ and STAT6 could be pulled down with wild-type MacPPRE (Figure 6D). STAT6 binding was detected only after IL-4 administration. Importantly, mutations in either PPRE or STAT6 binding sites diminished PPARγ binding, whereas STAT6 binding was eliminated only if STAT6 site was mutated. Finally, the interaction of PPARγ and STAT6 could be also detected by coimmunoprecipitation with tagged, expressed proteins (Figures 6E and 6F). STAT6 could be pulled down with PPARγ (Figure 6E) and vice versa (Figure 6F). STAT6 could also be pulled down with purified PPARγ protein (Figure 6G). Although there is a bit of inconsistency regarding the ligand dependency of PPARγ and STAT6 interaction, three out of four experiments (Figures 6D, 6F, and 6G) support that their interaction is ligand dependent. These data suggest that PPARγ and STAT6 bind the response element in *FABP4* promoter in vivo. Additionally, STAT6, by interacting with PPARγ, facilitates and is required for efficient endogenous PPARγ binding.

## Discussion

A key issue in immunology is to generate specific cell types often with opposing activities. It is of importance to understand the molecular details of the transcriptional mechanisms leading to the development of such subtypes. We found a diverse pattern of PPARγ expression and activity among the various macrophage and DC subtypes, equipping the cells with differential ability to respond to certain lipid signals. Although several agents could induce the transcription of *PPARg* (IL-4, LPS, transforming growth factor beta), only IL-4 was capable of augmenting its activity. This enhancement was reflected in the number of genes and the magnitude of responses. These data are in agreement with previous reports documenting very few positively regulated genes and a lower level of responses under proinflammatory conditions induced by LPS or IFN-γ (Welch et al., 2003) and suggested the existance of both positive and negative interactions between PPARγ and cytokine signaling. PPARγ has been described as a negative regulator of macrophage activation by transrepression (Pascual et al., 2005). However, this mechanism is unlikely to play a role here. PPARγ was also reported to be required for maturation of alternatively activated macrophages and disruption of the gene impaired alternative macrophage-linked functions in mice (Odegaard et al., 2007). Formally, these data suggested that PPARγ acts upstream of IL-4 signaling. We note that Odegaard et al. used BALB/c mice with *Mx-Cre* and rather focused on secondary effects of IL-4 signaling. Their data might reflect strain-specific differences and/or involvement of additional complex feedback mechanisms. However, our results are in agreement with another report also using C57Bl/6 mice (Marathe et al., 2009) and suggest that PPARγ is dispensable for alternative activation per se. Although direct IL-4 responses are barely altered in PPARγ-deficient macrophages, STAT6 appears to be required for maximal PPARγ activation. Therefore, PPARγ might be more appropriately considered as a downstream effector in the hierarchy of IL-4-STAT6-PPARγ signaling. This scenario does not formally rule out that in vivo a liganded receptor can contribute to IL-4-regulated events in a more complex way. Therefore, the role of PPARγ in macrophages besides lipid handling remains to be mapped, whereas in human DCs it is linked to lipid metabolism and lipid antigen presentation (Szatmari et al., 2004, 2007).

IL-4 and PPARγ signaling appear to be connected at multiple levels. IL-4-mediated induction of *Pparg* and 12/15-lipoxygenase that could generate endogenous activators for PPARγ (Huang et al., 1999) provides two plausible mechanisms for enhanced response. Induction of *PPARg* itself is partly responsible for the enhancement, but IL-4-enhanced PPARγ activity appears much earlier than the lipoxygenase mRNA could be detected. Our results, presented here, point to STAT6 as the regulator of PPARγ response. Our global expression analyses showed that whereas STAT6 is required for maximal PPARγ response, PPARγ was largely dispensable for IL-4 signaling. This asymmetry is likely to be functionally important to provide specificity and allow STAT6 to act independently as well. The basis of this is an interaction by which STAT6 improves PPARγ activity via binding to the enhancer of PPARγ target genes. This is supported by three largely independent lines of evidence: the gene expression profile of STAT6-deficient macrophages, ChIP analysis of PPARγ and STAT6 target genes, and oligoprecipitation with the identified MacPPRE of *FABP4*. We propose therefore that STAT6 acts as a licensing factor for PPARγ to provide cell type-specific gene expression by enhancing DNA binding. Importantly, this interaction is specific; none of the other characterized receptors (PPARα, δ and LXRα) is influenced by STAT6. Additionally, probably as a special case of a robust IL-4-augmented PPARγ response, a conserved, complex enhancer (MacPPRE) exists in the *FABP4* gene. The mouse ortholog of this complex element behaves similarly to the human. We could detect PPARγ binding at both MacPPRE and AdipoPPRE in mouse adipocytes by analyzing recent ChIP-on-chip and ChIP-seq data (Lefterova et al., 2008; Nielsen et al., 2008). Although this complex enhancer has a binding site for STAT6 and contributes to the robustness of the response, it is not clear whether other genes also use bone fide STAT6 sites or rather protein-protein interactions for the enhancement. The demonstration that the two proteins can physically interact provides support for the latter. To explore this, we have made a model of the PPARγ:RXRα heterodimer (pdb3DZY) and the STAT6 dimer (based on the STAT3B-DNA complex [pdb1BG1]) on a B-form MacPPRE DNA element, which suggests that the two protein complexes sit in close proximity on the DNA (data not shown). Limited rearrangement of this complex could easily bring the proteins into direct physical contact. Alternatively, an indirect interaction might be mediated by corecruitment of a shared coregulator or even by the DNA acting as an allosteric effector, facilitating communication between the complexes.

A crosstalk between transcription factors in order to cooperatively orchestrate gene expression is not unprecedented. Estrogen receptor was reported to require the presence of another transcription factor, Forkhead box A1 (FoxA1), for efficient DNA binding and gene expression regulation (Carroll et al., 2005; Laganière et al., 2005). Recently, C/EBPs were reported to bind to the vicinity of PPARγ response elements in adipocytes (Lefterova et al., 2008; Nielsen et al., 2008). We suggest that STAT6 is likely to fulfill a similar role for PPARγ in macrophages and DCs. Although the molecular details of these crosstalks are still elusive, STAT6 might facilitate DNA binding of PPARγ or the two factors could synergistically recruit cofactors and chromatin remodeling enzymes. Alternatively, STAT6 itself might act as a coactivator to provide more efficient transactivation. It is intriguing to speculate that regulated and graded usage of licensing and facilitating factors (C/EBP and STAT6) could define specific responses of PPARγ leading to distinct gene expression programs in the various cell types or tissues.

## Experimental Procedures

### Materials

Ligands: LG268, LG1208, gifts from M. Leibowitz (Ligand Pharmaceuticals), WY14643, Rosiglitazone (RSG), T0901317, and MG132 (Alexis Biochemicals), GW501516, and GW9662 were gifts from T.M. Willson (GlaxoSmithKline). Cytokines were obtained from Peprotech. All other reagents were obtained from Sigma, consumables from Eppendorf, or as indicated.

### Isolation and Culture of Cells

Human monocytes were isolated from healthy volunteer's buffy coat, obtained with a Regional Ethical Board permit from the Regional Blood Bank, via CD14 MicroBeads (Miltenyi Biotec) and treated with vehicle (ethanol:dimethyl-sulfoxide 1:1) or as indicated. For activation we used IL-4 (100 ng/ml), IFN-γ (100 ng/ml), TNF (50 ng/ml), *E. coli* (O55:B5 serotype) LPS (100 ng/ml). Thioglycolate-elicited macrophages were harvested from the peritoneal cavity 4 days after injection of 3 ml 3% thioglycolate solution; bone marrow cells were isolated from the femur of mice. Mouse monocytes were isolated from bone marrow via negative selection method with magnetic separation (Miltenyi). Bone marrow cells were differentiated to macrophages by M-CSF (20 ng/ml) or to DCs by GM-CSF (20 ng/ml) and IL-4 (20 ng/ml) for 10 days. For activation we used mouse IL-4 (20 ng/ml), IFN-γ (20 ng/ml), TNF (20 ng/ml), *E. coli* (O55:B5 serotype) LPS (100 ng/ml).

### Real-Time Quantitative PCR

Total RNA was isolated with Trizol Reagent (Invitrogen). RNA was reverse transcribed with High Capacity cDNA Archive Kit (Applied Biosystems). Transcript quantification was performed by quantitative real-time PCR via Taqman probes. Transcript levels were normalized to cyclophilin A or 36B4. Details of primers are in Table S4.

### Immunoblotting

Total cell lysates or nuclear extracts were resolved in SDS-PAGE and immunoblotted with FABP4 (Cayman Chemical), GAPDH (Abcam), Flag (M2, Sigma-Aldrich), V5 (Serotech), PPARγ (E8), or STAT6 (M-20-Santa Cruz) antibodies as indicated.

### Transient Transfection

RAW264.7 cells were electroporated (300V for 15 ms); COS1 and HEK293T cells were transfected in triplicates with polyethyleneimine. Luciferase reporter activity was determined with Luciferase Assay System (Promega) and normalized to beta-galactosidase activity.

### Electrophoretic Mobility Shift Assay

PPARα, γ, δ and RXR were in vitro transcribed and translated with T7 Quick TNT Kit (Promega). DNA was labeled in a random priming reaction (Fermentas) with radioactive [^32^P]dATP. For competition, nonlabeled cold DNA (2–10×), for supershift experiments PPARγ (Perseus) or RXR (Perseus) antibodies were used.

### Pull-Down Assays

Human PPARγ1 was tagged with streptavidin-binding protein and expressed in Rosetta BL21 (Novagen). After induction with 40 μM isopropyl-D-thiogalactopyranoside, PPARγ1 was purified with streptavidin-resin. Whole cell lysates of STAT6 or mock-transfected HEK293T cells were added to the resin and after washing analyzed by immunoblotting.

### Coimmunoprecipitation

HEK293T cells were transfected with *STAT6-V5* and *Flag-PPARg* expression vectors. V5 (AB Serotech) or Flag M2 (Sigma) antibodies were used for immunoprecipitation and subsequent immunoblotting.

### Chromatin Immunoprecipitation

ChIP was performed as described earlier (Balint et al., 2005) with anti-PPARγ (CS-133-100, Diagenode and preimmune serum), anti-STAT6 (M20-Santa Cruz), or control immunoglobulin. Enrichment of genomic loci was quantitated with real-time PCR.

### Mice

Mice carrying null or floxed alleles of *Pparg* were described previously (Barak et al., 1999). These mice were bred with *LysCre* transgene animals obtained from I. Förster (Univ. of Munich) (Clausen et al., 1999). 

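Bone marrow cells of 8 of these mice were profiled on 32 arrays separate from the Affymetrix arrays of the methods: 4 *Pparg*+/- *LysCre* mice (replicates 1, 2, 3 and 4), which keep a *Pparg* allele, and 4 *Pparg* fl/- *LysCre* mice (replicates 5, 6, 7 and 8), in which Cre recombinase removes the loxP-flanked allele from myeloid cells. The cells of each mouse were differentiated to IL-4-treated macrophages and to immature DCs (iDCs), and each culture received vehicle or the PPARγ agonist rosiglitazone (RSG), so that each mouse gave 4 arrays and each of the 8 groups held 4 mice. IL-4 was used at 20 ng/ml and RSG at 1 μM. The sample labels give 9 days of culture, and the methods give 10 days for bone marrow cultures. The labels give 4 mice per group, whereas the methods give 3 biological replicates per condition for the Affymetrix arrays. Digoxigenin-labeled cRNA was read by chemiluminescence on single-color Applied Biosystems arrays. For each probe the authors deposited a background-corrected signal that was not scaled between arrays, its standard deviation and a signal-to-noise ratio (S/N). They also deposited an assay-normalized signal and a table of ratios scaled per array, which served here only as alternatives. A probe was taken as detected at an S/N of at least 3. Between 13595 and 16683 probes were detected per array (median 15263.5), which is 41.2% to 50.5% of the noncontrol probes. The median number detected in *Pparg*+/- *LysCre* macrophages was 15511.5 with vehicle and 13946 with RSG, and in *Pparg*+/- *LysCre* iDCs 14978.5 with vehicle and 15529 with RSG. In *Pparg* fl/- *LysCre* macrophages it was 15764.5 with vehicle and 14934.5 with RSG, and in *Pparg* fl/- *LysCre* iDCs 15009.5 with vehicle and 15448 with RSG. The number of arrays limits the precision of every comparison. Signals were log2 transformed and quantile normalized here, and limma was fitted to the 16620 probes detected on at least 3 of the 4 arrays of a group. Probes were called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. Filtering, scaling and the choice of arrays in the fit each changed the number of called probes. In *Pparg*+/- *LysCre* macrophages, for example, RSG changed 199 probes in this setting and 65 when no probe was filtered out. Arrays were scanned on 4 days with 8 arrays each, and every scan day held mice of 1 genotype only. Only 324 probes (0.981%) could be given a gene symbol from the reference table and the supplementary tables used here, and the probe of *Pparg* itself is not among them, so its level was not analysed here.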

*Stat6*^−/−^ mice were purchased from The Jackson Laboratory. Animals were housed under minimal disease conditions and the experiments were carried out under institutional ethical guidelines and licenses.

### Microarray Analysis

Microarray analysis was performed with Affymetrix microarrays (Human Genome U133 Plus 2.0 or Mouse Genome 430 2.0) and standard protocols. Microarray hybridizations were carried out at the Debrecen Clinical Genomics Center Microarray Facility. Analysis was performed with GC-RMA on the cel files in GeneSpring 7.3 (Agilent). For each condition, three biological replicates were analyzed. Signal intensities were normalized to the 50^th^ percentile (per chip), then to the median expression of the certain gene throughout the experiment (per gene), and finally each chip was normalized to its specific vehicle-treated control. Changing genes were called based on a t test (parametric, variances assumed to be equal, with Benjamini and Hochberg false discovery rate), p < 0.05 and at least 1.5-fold changes. For annotation we used The Functional Annotation Tool at DAVID Bioinfomatics Resources 6.7 (National Institute of Allergy and Infectious Diseases [NIAID]).

### Immunohistochemistry

Immunostaining for PPARγ was carried out on paraffin-embedded cellular blocks with biotin-free Catalyzed Signal Amplification IHC detection kit (CSAII, Dako) and VIP substrate (Vector Labs). Sections were counterstained with methyl-green. Double immunofluorescence (IF) stainings were carried out on human tissues obtained from the archives of surgical tissue specimens of the Department of Pathology, University of Debrecen. For PPARγ staining, we used the red fluorescent tetramethyl-rhodamine (TMR)-tagged tyramide (Perkin-Elmer). All other IF for double stainings (CD68, DC-SIGN) were made sequentially via biotinylated secondary antibodies followed by a streptavidin-FITC development for green fluorescence (Dako). Sections were counterstained with 4',6-diamidino-2-phenylindole (DAPI, Vector Laboratories) (blue nuclear fluorescence).

### Bioinformatic Analysis

The PhastCons conservation scores for placental mammalian species were obtained from the UCSC site calculated from the MULTIZ (UCSC/Penn. State Bioinformatics) 44 vertebrate species whole-genome alignment.

### Oligoprecipitation Assays

Nuclear extracts from THP1 cells treated with vehicle or RSG+IL-4 were prepared as described earlier (Nagy et al., 2009). Precleared extracts were incubated with annealed biotin-labeled oligonucleotides representing MacPPRE and streptavidin-agarose. Captured protein was analyzed by immunoblotting with PPARγ (E-8) and STAT6 (M-20) antibodies (Santa Cruz).

### Statistical Tests

All data are presented as means ± SD and based on experiments performed at least in triplicate. Statistical tests were performed on the fold changes via unpaired (two tail) t test, p < 0.01.

## Figures and Tables

**Figure 1:**
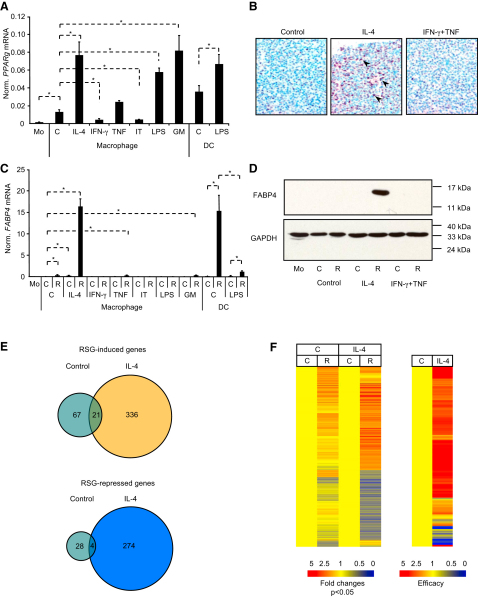
Expression and Activity of PPARγ Is Dictated by Cytokines, the Role of IL-4 (A–C) Expression of *PPARg* (A) and *FABP4* (C) was determined by real-time PCR. Human monocytes (Mo) were differentiated to macrophages for 24 hr by attachment or to DCs for 5 days with GM-CSF and IL-4. Macrophages were treated with vehicle (C), IL-4, IFN-γ, TNF, IFN-γ+TNF (IT), LPS, or GM-CSF (GM) for 24 hr. LPS was added on day 5 for 24 hr to induce DC maturation. In (C) cells were also treated with RSG (R) or vehicle (DMSO:ethanol). Means normalized to cyclophilin A ± SD. n = 3, p < 0.01 are shown. (B) PPARγ protein was determined by immunostaining with PPARγ antibody. The positive nuclear staining is indicated by purple color (arrows). Methyl-green was used as nuclear counterstain. (D) FABP4 protein was detected by immunoblot in human macrophages treated as indicated for 24 hr. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) is the loading control. (E and F) Human macrophages were cultured for 12 hr in the absence or presence of IL-4 and treated with vehicle (C) or RSG (R), gene expression was analyzed by Affymetrix Human Genome U133 2.0 Plus microarrays (n = 3). Signal intensities were normalized to the 50^th^ percentile and to the median expression of genes and to the vehicle-treated control. (E) Venn diagrams of RSG-regulated genes (>1.5-fold change, p < 0.05 parametric t test, Benjamini-Hochberg false discovery rate correction). (F) Heatmaps of 730 probe sets from (E) on the left, and the efficacy (RSG-induced fold changes in IL-4-treated versus control macrophages) is shown on the right.

**Figure 2:**
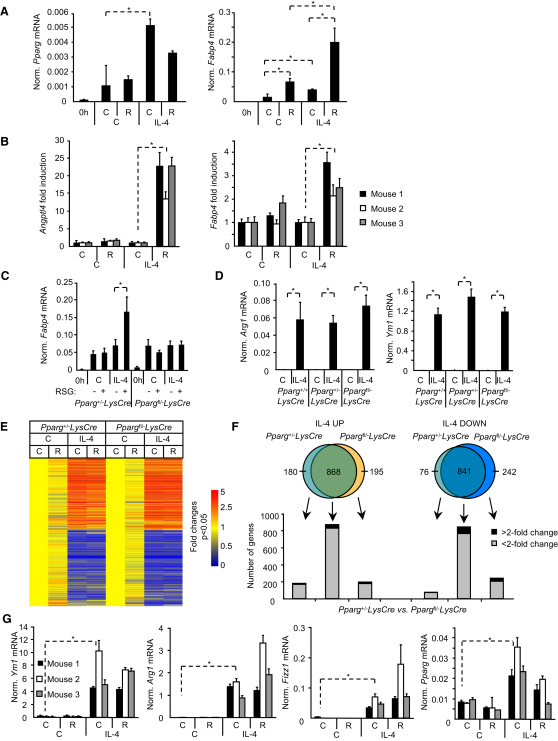
PPARγ Is Dispensable for IL-4 Signaling (A) Expression of *Pparg* (left) and *Fabp4* (right) in mouse bone marrow-derived monocytes activated as indicated was determined with real-time PCR. (B) Mouse bone marrow-derived cells (n = 3) were differentiated to macrophages for 10 days, activated as indicated, and expression of *Angptl4* (left) and *Fabp4* (right) was determined. (C and D) Expression *Fabp4* (C), *Arg1*, and *Ym1* (D) in mouse bone marrow-derived macrophages differentiated from *Pparg*^+/+^, *Pparg*^+/−^, and *Pparg*^fl/−^*LysCre* mice are shown. (E and F) Bone marrow-derived macrophages from *Pparg*^+/−^ and *Pparg*^fl/−^*LysCre* mice (n = 3) were differentiated with M-CSF or MCSF+IL-4 in the absence (C) or presence (R) of RSG for 10 days. Gene expression was analyzed by Affymetrix Mouse Genome 430 2.0 microarrays. Signal intensities were normalized to the 50^th^ percentile and to the median expression of genes and to vehicle-treated control. (E) The heatmap of the expression of IL-4-regulated genes (>2-fold, significant differences are plotted; n = 3, parametric t test, Benjamini-Hochberg false discovery rate correction, p < 0.05). (F) Venn diagrams of the IL-4-regulated genes from macrophages of *Pparg*^+/−^ and *Pparg*^fl/−^*LysCre* mice. (G) Expression of alternative activation markers, *Ym1*, *Arg1*, *Fizz1*, and that of *Pparg* from mouse bone marrow-derived macrophages. Means normalized to cyclophilin A ± SD. n = 3, p < 0.01 are shown.

**Figure 3:**
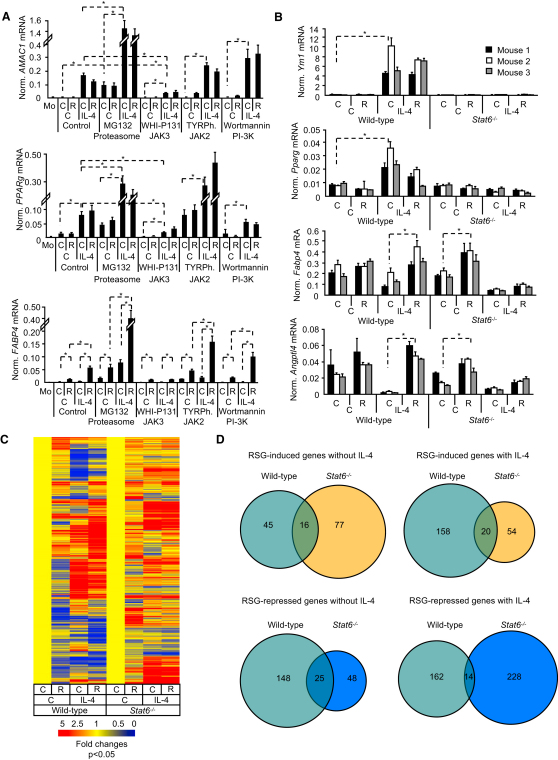
IL-4 Acts through STAT6 to Induce Augmented PPARγ Response (A) Human nonactivated or alternatively activated (IL-4) macrophages were exposed to vehicle (C), proteasome inhibitor MG132, JAK3 inhibitor WHI-P131, JAK2 inhibitor TyrPhostin AGN490 (TyrPh.), or PI-3K inhibitor wortmannin for 6 hr. Simultaneously, cells were treated with vehicle (C) or RSG. Expression of *AMAC1*, *PPARg*, and *FABP4* are shown. (B) Expression of *Ym1*, *Pparg*, *Fabp4*, and *Angptl4* was analyzed in bone marrow-derived macrophages isolated from wild-type C56Bl/6 and *Stat6*^−/−^ mice and treated for 10 days as indicated. (C and D) Mouse bone marrow-derived macrophages from wild-type C57Bl/6 and *Stat6*^−/−^ mice were cultured in the presence of vehicle (C), RSG (R), IL-4, or IL-4+RSG. Gene expression was analyzed by Affymetrix Mouse Genome 430 2.0 microarrays. Signal intensities were normalized to the 50^th^ percentile and to the median expression of the gene throughout the experiment and finally to its specific vehicle-treated control. (C) The heatmap of RSG-induced and repressed genes in the control or IL-4-treated wild-type macrophages. (D) Venn diagrams of RSG-regulated genes. Means normalized to cyclophilin A ± SD. n = 3, p < 0.01 are shown.

**Figure 4:**
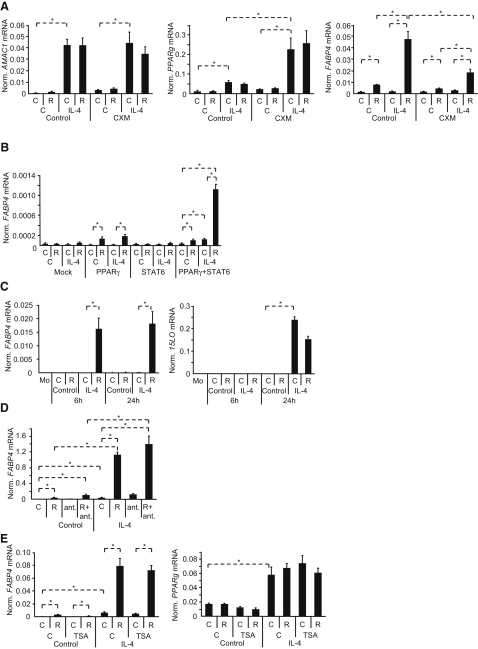
STAT6 Acts on PPARγ Response at the Transcriptional Level (A) Human macrophages were treated with vehicle or CXM, activated with vehicle (C) or IL-4 for 6 hr, and simultaneously vehicle (C) or RSG (R) was added. Expression of *AMAC1*, *PPARg*, and *FABP4* were measured with real-time PCR. (B) 293T cells were transfected with mock, *PPARg*, *STAT6*, or *PPARg*+*STAT6* expression vectors and treated as indicated for 24 hr and expression of *FABP4* was analyzed by real-time PCR. (C) Human macrophages were treated as indicated. Expression of *FABP4* and 15-lipoxygenase were measured by real-time PCR. (D) Human macrophages were treated with vehicle (C) or IL-4 and simultaneously with vehicle (C), RSG (R) or LG1208 RXR antagonist (ant.) for 24 hr. Expression of *FABP4* was analyzed by real-time PCR. (E) Human macrophages were treated with vehicle (C) or 100 nM TSA, activated with vehicle (C) or IL-4 for 12 hr, and simultaneously vehicle (C) or RSG (R) was also added. Expression of *FABP4* (left) and *PPARg* (right) were measured by real-time PCR. Means normalized to 36B4 (A, B, C) cyclophilin A (D, E) ± SD. n = 3, p < 0.01 are shown.

**Figure 5:**
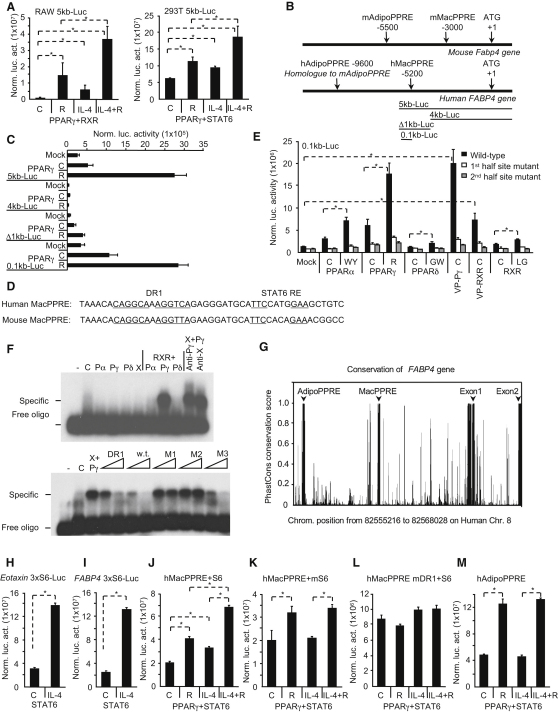
Identification of a Composite PPARγ-STAT6 Response Element in the *FABP4* Promoter (A) A reporter construct containing 5 kb fragment of human *FABP4* promoter was cotransfected into RAW264.7 and 293T cells with the indicated expression vectors, and normalized luciferase activity was determined 24 hr after cytokine or ligand treatment (control [C] or RSG [R]). (B) Schematic structure of the mouse and human *FABP4* with the localization of Adipo and MacPPREs. (C) Deletion mutants of the 5 kb promoter of the human *FABP4* were cotransfected into 293T cells with mock or PPARγ expression vectors. Normalized luciferase activity was determined 24 hr after ligand treatment (vehicle [C] or RSG [R]). (D) Sequences of human and mouse MacPPREs of the *Fabp4* gene. (E) The human MacPPRE was mutated at the 1^st^ or 2^nd^ half site and tested in transfection assays. Reporter constructs were cotransfected into 293T cells with the indicated receptor, *VP16-PPARg* (VP-Pγ), *VP16-RXR* (VP-RXR) expression vectors. Normalized luciferase activity was determined 24 hr after ligand treatment (vehicle [C], WY14643 [WY], RSG [R], GW501516 [GW], or LG268 [LG]). (F) DNA binding of PPARα (Pα), γ (Pγ), δ (Pδ), and RXR (X) to the human MacPPRE was analyzed by EMSA. Cold competitors of consensus DR1 (DR1), wild-type MacPPRE, or its mutants (1^st^ half site-M1, 2^nd^ half site-M2, downstream sequence outside the DR1-M3) were used. (G) Conservation of human *FABP4* gene was analyzed by PhastCons conservation scores for placental mammals. The plotted region corresponds to the hg18 chromosome 8 genomic position from 82555216 to 82568028 on the negative strand. The y axis shows the PhastCons conservation scores (in the range 0–1) for each position. (H and I) Reporter constructs with three copies of STAT6 response elements of human *CCL11* (H) or *FABP4* (I) gene were transfected into 293T cells with *STAT6* and normalized luciferase activity was determined 24 hr after IL-4 (100 ng/ml) exposure. (J–M) Composite response elements of *FABP4* gene containing both PPRE and STAT6 binding sites were transfected into 293T cells along with *PPARg* and *STAT6* expression vectors. Human MacPPRE (J), STAT6 (K), or PPARγ (L) binding site mutant of MacPPRE and human AdipoPPRE (M) were tested. Normalized reporter activities as means ± SD, n = 3, p < 0.01 are shown.

**Figure 6:**
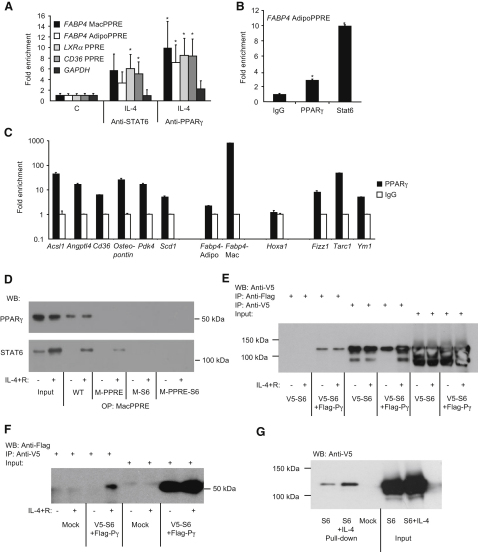
STAT6 Colocalizes and Interacts with PPARγ In Vivo and In Vitro (A) 293T cells were transfected with *PPARg* and *STAT6* expression vectors and ChIP was performed with anti-STAT6 and anti-PPARγ. IL-4-induced enrichment of *FABP4* MacPPRE, AdipoPPRE, *LXRa*-PPRE, and *CD36*-PPRE elements were analyzed by real-time PCR. *GAPDH* promoter was used as negative control. Enrichment over IgG and over control samples is presented. (B) PPARγ and STAT6 ChIP was performed on bone marrow-derived macrophages from wild-type and *Stat6*^−/−^ mice. Enrichment of *Fabp4* PPRE over the IgG and over the wild-type samples is presented. (C) PPARγ ChIP was performed on bone marrow-derived macrophages from wild-type and *Stat6*^−/−^ mice. Enrichment of PPREs (*Acsl1*, *Angptl4*, *Cd36*, osteopontin, pyruvate dehydrogenase kinase-4 [*Pdk4*], stearoyl-Coenzyme A desaturase-1 [*Scd1*], *Fabp4* Adipo-, and MacPPRE), STAT6 response elements of *Fizz1*, *Tarc1*, and *Ym1*, and the negative control *Hoxa1* over the IgG and over the wild-type samples is presented. (D) hMacPPRE coprecipitates endogenous STAT6 and PPARγ from THP-1 cells. Biotin-labeled oligonucleotides corresponding to wild-type (WT), PPRE (M-PPRE), STAT6 site (M-S6), or double mutant (M-PPRE-S6) MacPPRE were incubated with equal amounts of nuclear extracts harvested from vehicle (−) or IL-4+RSG (IL-4+R)-treated (+) cells. Pulled down proteins were immunoblotted with the indicated antibodies. Input represents 1.67% of oligoprecipitated material. (E and F) 293T cells were transfected with mock, *V5-STAT6* (V5-S6), or *V5-STAT6*+*Flag-PPARg* (V5-S6+Flag-Pγ) as indicated. Coimmunoprecipitation from whole cell lysates was performed with V5 or Flag antibodies and presence of V5-STAT6 (E) and Flag-PPARγ (F) were analyzed by immunoblotting. (G) PPARγ was expressed in bacteria and purified with streptavidine-resin, and STAT6 was pulled down from whole cell lysates of mock or V5-STAT6-transfected 293T cells. Proteins were analyzed by immunoblotting with V5 antibody. Means normalized to input ± SD. n = 3, p < 0.05 are shown.

How the deposited data were processed for this re-analysis (not part of the article)

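Gene expression was measured in bone marrow-derived cells of 8 mice, of which 4 were Pparg+/- LysCre and the others Pparg fl/- LysCre. Each mouse gave IL-4-treated macrophages and immature DCs (iDCs), each treated with vehicle or 1 μM RSG, which makes 32 arrays in 8 groups of 4. These are Applied Biosystems chemiluminescence arrays, separate from the Affymetrix arrays that the methods describe, and the text of the paper and of its supplementary tables does not describe them.

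The authors deposited for each array a table of background-corrected signal intensity per probe, its standard deviation, the signal-to-noise ratio (S/N), an assay-normalized signal and quality flags. The S/N is a score that the authors' scanner output gives per probe as deposited, and above 1 it equalled the signal divided by its standard deviation. No signal of a noncontrol probe was at or below 0. Where the S/N was 1 or less, the signal listed for a probe was its own standard deviation, which applied to 35.7% to 43.8% of the probes of an array, so such values are a level of noise and not a measurement. The authors also deposited a table of ratios for all 32 arrays. Set against the signals, it held each signal divided by a number per array and then by the probe's median over the arrays, with a lowest value of 0.01, and 0.0745% of its values lay more than 0.01 (log2) from that reading. The medians of its columns ran from 0.951 to 1.06. Its scale is linear, and which statistic gave the number per array stays unknown.

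From the signals, log2 values were taken and quantile normalized over all 32 arrays. A probe was detected at an S/N of at least 3, and the 16620 probes detected on at least 3 of the 4 arrays of at least 1 group were tested. The remaining probes were left out because at most 2 arrays of each group measured them above background. Detected probes per array numbered 13595 to 16683, and 9960 probes were detected on every array. Control spots were left out. Pearson's r across probes between arrays of a group was 0.943 to 0.981, so no pair was taken for the same hybridisation.

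limma 3.58.1 in R 4.3.3 was fitted with a mean per group. The RSG effect was tested in each genotype and cell type, the genotype effect in vehicle-treated cells of each type, the difference in RSG effect between genotypes in each cell type, the cell type effect in vehicle-treated Pparg+/- LysCre cells and the difference in RSG effect between cell types. Fits within a cell type used its 16 arrays, and fits across cell types all 32. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. Differences of single values were tested by an exact two-sided permutation test, in which 4 mice against 4 give 0.0286 as the smallest p. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

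The fit was tested on simulated data with 200 of the 16620 probes changed by 1 on the log2 scale. For comparisons of a pair of groups it recovered 48.5% (RSG in Pparg+/- LysCre iDCs) to 63.5% (cell type) of the changed probes, with at most 9 false calls. For differences in RSG effect it recovered 23.5% between genotypes in macrophages, 29.5% between genotypes in iDCs and 39.0% between cell types.

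The arrays with the same number come from the same mouse. Deviations from the group means had a median correlation of 0.284 (range 0.00953 to 0.623) between arrays of the same mouse and cell type and 0.155 between arrays of the same mouse and different cell types. Between arrays of different mice the medians were -0.0909 within a cell type and -0.0460 across cell types. The fit without the mouse as a block was the main one, and the blocked fit an alternative. Scan days held 2 mice of 1 genotype each, so the day was fitted as a block or, for genotype effects, as a random block.

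The alternatives set before the data were examined were median scaling of each array, the authors' deposited ratios, no detection filter, a stricter one, no fold threshold, a 2-fold threshold, an offset at the 10th percentile, the methods' t-test on the same values, other sets of arrays in the fit, the mouse or the scan day as a block, and leaving out each mouse. The assay-normalized signal, leaving out values with high quality flags, the settings of the held-out measures and the paired test of detected probes were added after seeing the data.

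Genes named in the text were to be every gene the paper names for these cells and, for each comparison, at most the 3 largest rises and 3 largest falls among called probes whose groups did not overlap. The files list probes by transcript or gene model identifiers. Of these, 316 were named through a RefSeq table of assembly GRCm38.p6 and 8 only through the supplementary tables. None of the 23 gene names searched from the paper was among them, so Pparg, the targeted gene, and its target genes were not analysed here, and the genotype labels were not checked against the Pparg level. Probes without a symbol are named by identifier for at most 2 rises and 2 falls.

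Of the probe sets in the paper's Table S3, 7 of 225 induced and 5 of 318 repressed ones could be matched to a probe, and 15 of those used here from Table S2, which lacks 1 row of the number in its heading. The gene set tests planned for these lists were therefore not run.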

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

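The tests on Pparg fl/- LysCre replicate 5 were chosen only after the counts without each mouse had been seen, and the test among probes detected on all arrays of a cell type once the number of detected probes per array was known; the other tests were set before the data were examined.

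The largest of the 4 RSG effects was in cells for which the paper does not report these arrays. In Pparg+/- LysCre iDCs, RSG changed 999 of 16620 probes (513 higher and 486 lower). With 35 ways to split these 8 arrays into groups of 4, only the real split (1 of 35) gave as many calls, and the next highest count was 2. That argues against a chance split, although 1 of 35 is the smallest share that the splits allow. Because the arrays pair by mouse, the real split was also set against the 8 that part as many pairs, and no other gave more than 2. A lower number of detected probes in a treatment would leave fewer calls among probes detected on all 16 iDC arrays, but 6.84% of those were called. That argues against detection as the whole cause. Without Pparg+/- LysCre replicates 2, 3 or 4 the count fell to 588, 609 and 659. A response of these cells to RSG stays open as the biological hypothesis, and the scan day cannot produce it, since each day held both treatments.

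The RSG effect differed between cell types for 502 probes in Pparg+/- LysCre cells (296 with a higher and 206 with a lower change in iDCs; 2594 at an unadjusted p under 0.05). Only the real split (1 of 35) gave as many. Under median scaling there were 729, split 626 and 103. Higher changes were the majority under both scalings, but the size of the imbalance moved, and without replicate 1 the split was 102 and 93. In Pparg+/- LysCre mice the RSG-treated array had fewer detected probes in 4 of 4 macrophage pairs and more in 4 of 4 iDC pairs. Whether that difference between arrays shaped the imbalance was not tested. The counts without replicates 1, 2, 3 or 4 were 195, 118, 136 and 183, and 901 without Pparg fl/- LysCre replicate 5. Replicate 5 is in none of the groups compared, so it moved only the spread that the fit shares over its groups. Different culture conditions of the cell types are a biological explanation that was not tested.

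The RSG effect differed between genotypes for 73 probes in iDCs (34 with a higher and 39 with a lower change in Pparg fl/- LysCre cells; 1764 at an unadjusted p under 0.05). Only the real split of the mice (1 of 35) gave as many, and the next highest count was 2. No smaller share than 1 of 35 was possible, and the same test was run for every comparison. Chance is therefore argued against but not excluded. The count rested on single mice: it was 210 without Pparg fl/- LysCre replicate 5, 15 without replicate 8, 5 without Pparg+/- LysCre replicate 4, 2 without replicate 1, and 1 without each of replicates 2, 3, 6 and 7. Median scaling gave 28 (5 and 23). With the scan day as a block it was 44.

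In macrophages the RSG effect differed between genotypes for 1 probe (574 at an unadjusted p under 0.05), and 2 of 35 splits gave as many, so chance cannot be excluded for this count. On simulated data this fit recovered 23.5% of the changed probes. Read as a set, the 200 probes chosen for their RSG response in Pparg+/- LysCre mice did separate the genotypes in macrophages, with responses of 0.772 to 0.861 in Pparg+/- LysCre mice and 0.214 to 0.450 in Pparg fl/- LysCre mice (exact two-sided permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). The probe, mCG18625, was chosen after its values were seen. The log2 change with RSG in Pparg fl/- LysCre cells minus that in Pparg+/- LysCre cells was -1.16 (adjusted p = 0.00619 from limma). The count was 0 without each of replicates 1, 2, 3, 6, 7 and 8 and 10 without replicate 5. No biological explanation was tested.

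Among 95 sets of 4 values, 8 had a value far from the other 3, and chance gives about 1 in 20, so some are to be expected by chance. The gap to the nearest value was 0.909 of the range for the detected probes of RSG-treated Pparg+/- LysCre macrophages, where replicate 2 had 15250. It was 0.932 for the median signal of vehicle-treated Pparg fl/- LysCre macrophages (replicate 6, 460.61), and 0.899 for the share of signal in the brightest 100 probes of RSG-treated Pparg fl/- LysCre macrophages (replicate 5, 19.9%). For 1110032E23Rik it was 0.943 in vehicle-treated Pparg fl/- LysCre iDCs (replicate 5) and 0.864 in vehicle-treated Pparg+/- LysCre iDCs (replicate 4). For Ear1 in RSG-treated Pparg+/- LysCre macrophages it was 0.839 (replicate 3). Quantile normalization removes a difference in overall brightness, and no biological explanation was tested for these values.

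The remaining 2 of these sets concern replicate 5 of the Pparg fl/- LysCre mice. Without this mouse the genotype effect rose from 26 to 2488 probes in vehicle-treated macrophages and from 471 to 2029 in iDCs. The 200 probes with the smallest p for genotype were therefore chosen without the mouse measured, and its array was placed between the Pparg+/- LysCre mean (0) and the mean of the other Pparg fl/- LysCre mice (1). On probes chosen and read in macrophages replicate 5 lay at 0.00770 and the other Pparg fl/- LysCre mice between 0.690 and 1.11. On probes chosen in macrophages and read in iDCs it lay at -0.00436, a gap of 0.877 of the range of the 4 mice, and on probes chosen and read in iDCs at 0.269, a gap of 0.883. The probes were chosen on the other mice of the same data, which favours the separation of those mice.

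A single poor array is argued against, since the iDC array lay at -0.00436 on probes chosen in macrophages. A swap with a Pparg+/- LysCre mouse would need a partner out of place, and the highest Pparg+/- LysCre position was 0.358. The scan day is argued against by replicate 6, which shared it and lay at 0.690. A wrong genotype label could not be told apart from the given one. The response of replicate 5 to RSG in iDCs, read on 200 probes chosen in Pparg+/- LysCre mice, was 0.619 of the Pparg+/- LysCre response, between the other Pparg fl/- LysCre mice (0.206 to 0.375) and the Pparg+/- LysCre mice (0.861 to 0.988). In macrophages it was 0.432, within the range of the other Pparg fl/- LysCre mice (0.214 to 0.450) and below every Pparg+/- LysCre mouse (0.772 to 0.861). Less complete recombination in this mouse and a difference in litter or genetic background may also give this pattern, and neither was tested.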

How the results depend on the processing

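The assay-normalized signal, leaving out values with high quality flags, and the other scalings, filters and numbers of probes of the held-out measures were chosen after seeing the data; all other alternatives were set before.

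Over 38 results of genes and probes named for these comparisons, 836 alternative values included 675 with the same call, 145 that lost it, 16 that gained it and none reversed. This leaves out the genes compared with Table S2 alone, among which uncalled folds near 1 crossed it: the RSG fold of Paqr3 in Pparg+/- LysCre macrophages was 1.07, but 0.970 under median scaling and 0.857 without Pparg+/- LysCre replicate 1. The assay-normalized signal and the high-flag setting moved no count of called probes by more than 1.5 times, nor did dropping the fold threshold. The held-out positions and responses of replicate 5 moved by less than the spread of the other Pparg fl/- LysCre mice in every setting.

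For RSG in Pparg+/- LysCre macrophages, 199 calls became 65 with no detection filter, 118 at a 2-fold threshold, 861 under the methods' t-test without adjustment and 314 with only the arrays of the groups compared. For RSG in Pparg fl/- LysCre macrophages, limma called 0 probes (497 at an unadjusted p under 0.05) and the methods' t-test 0 after Benjamini-Hochberg adjustment and 207 without it. For RSG in Pparg+/- LysCre iDCs, 999 became 573 at 2-fold and 1764 under the unadjusted t-test. For RSG in Pparg fl/- LysCre iDCs, 115 became 69 under median scaling and 69 in the authors' ratios, 35 with no filter, 62 at 2-fold, 6 with only the arrays compared, 0 under the adjusted t-test (1814 at an unadjusted p under 0.05 in limma) and 538 under the unadjusted one.

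For genotype in macrophages, 26 became 14 under median scaling and 14 in the authors' ratios, 0 with no filter (3891 at an unadjusted p under 0.05 in the filtered limma fit), 266 with the stricter filter, 43 with the offset, 4 and 1528 under the adjusted and unadjusted t-test, 3 with only the arrays compared and 0 with the scan day as a random block. For genotype in iDCs, 471 became 63 with no filter, 714 with the stricter filter, 267 at 2-fold, 28 and 1568 under the adjusted and unadjusted t-test and 174 with only the arrays compared. The cause of these changes was not tested, apart from the fewer or more probes and arrays that a filter or a set of arrays brings.

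For the difference in RSG effect between genotypes in macrophages, 1 became 0 under median scaling, 0 in the authors' ratios, 0 with no filter, 519 under the unadjusted t-test, 2 with all 32 arrays and 2 with the scan day as a block. In iDCs, 73 became 28 under median scaling, 28 in the authors' ratios, 1 with no filter, 2 and 1161 under the adjusted and unadjusted t-test and 44 with the scan day as a block. For cell type, 4796 became 2963 at 2-fold. For the difference in RSG effect between cell types, 502 became 285 with no filter, 1841 under the unadjusted t-test and 948 with only the arrays compared. The cause was not tested.

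With the mouse as a replicate block, RSG called 494 probes in Pparg+/- LysCre macrophages, 5 in Pparg fl/- LysCre macrophages and 202 in Pparg fl/- LysCre iDCs. The block gave 341 for genotype in macrophages, 0 for the difference in RSG effect between genotypes in macrophages and 852 for that between cell types. On simulated data the blocked fit recovered 0% of the changed probes for the difference between genotypes in macrophages and 7% in iDCs. The simulated noise had the spread of the unblocked fit, and mouse effects were added on top, so the block could remove only the added part. For RSG in Pparg+/- LysCre macrophages the block lowered simulated recovery from 56.5% to 36.5%, whereas the calls here rose from 199. The simulation therefore cannot set aside the blocked count of 0 in macrophages. For the other comparisons the pairing moved no count by over 1.5 times (1291 for RSG in Pparg+/- LysCre iDCs, 614 for genotype in iDCs and 5086 for cell type), leaving aside the difference between genotypes in iDCs, where the block gave 71 calls of which 35 were among the 73.

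Median scaling moved the median of all tested probes from -0.03 to -0.18 for RSG in Pparg+/- LysCre macrophages, from -0.01 to -0.13 in Pparg fl/- LysCre macrophages, from -0.05 to -0.19 for cell type, from 0.05 to 0.27 for the difference in RSG effect between cell types and from -0.01 to -0.11 for that between genotypes in iDCs. The split of higher and lower calls then went from 95 and 104 to 46 and 143 for RSG in Pparg+/- LysCre macrophages and from 513 and 486 to 613 and 327 in Pparg+/- LysCre iDCs. It went from 9 and 17 to 7 and 7 for genotype in macrophages and from 213 and 258 to 108 and 219 in iDCs. It went from 34 and 39 to 5 and 23 for the difference between genotypes in iDCs, from 2243 and 2553 to 1863 and 3433 for cell type and from 296 and 206 to 626 and 103 for the difference between cell types. The balance of higher and lower calls in these sets is therefore relative to the scaling.

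Leaving out each mouse in turn gave 50 (without Pparg+/- LysCre replicate 1) to 395 (without Pparg fl/- LysCre replicate 5) calls for RSG in Pparg+/- LysCre macrophages, with 61, 67, 55 and 129 without replicates 2, 3, 4 and 6. It gave 0 to 2 in Pparg fl/- LysCre macrophages (2 without replicate 7), 588 to 1266 in Pparg+/- LysCre iDCs (588, 609 and 659 without replicates 2, 3 and 4) and 27 to 94 in Pparg fl/- LysCre iDCs (27, 29, 58 and 66 without replicates 6, 8, 7 and 5, and 61 and 76 without replicates 2 and 4). For genotype it gave 0 to 2488 in macrophages and 36 to 2029 in iDCs, both highest without replicate 5 and otherwise at most 4 and 76. For the differences in RSG effect it gave 0 to 10 between genotypes in macrophages, 1 to 210 in iDCs, both highest without replicate 5 and otherwise at most 1 and 15, and 118 to 901 between cell types (195, 118, 136 and 183 without replicates 1, 2, 3 and 4, and 901 without replicate 5). For cell type it gave 4348 to 5069. Leaving out a mouse of a genotype compared leaves 3 arrays in a group, and what else causes those changes was not tested. Where the mouse left out is of the genotype not compared, every array compared stays and the fitted changes are the same. Only the spread that the fit shares over its groups, and the number of arrays behind it, can then move the count. This holds for the 395 and 901 without replicate 5.

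The planned gene set tests on the genes of Table S3, with fry and camera with an estimated correlation, and the planned descriptions of the genes of Table S2 were not run, because only 7 of 225 induced and 5 of 318 repressed probe sets of Table S3 and 15 of those of Table S2 could be matched to a probe. The mean over all probes of a gene was not run for the genes the paper names, since none had a named probe. Signal over background limits all counts: at least 35.7% of the probes of every array carried noise in place of a signal.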

Differences from the paper's values

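The comparison with the paper's Table S3 was made first, and that with Table S2, which has the same genotypes and treatments, was added after those values had been seen; both come from Affymetrix arrays, and both are given here. A fold was taken to differ where it lay more than 1.5 times from the paper's and further from it than the standard deviation between mice here. A limit of the comparison is the small number of genes with a named probe that was detected in both groups.

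Table S3 gives RSG folds in IL-4-treated wild-type macrophages, and the folds here are from Pparg+/- LysCre macrophages. All 5 genes compared changed in the same direction as in the paper, each by less here. They come from the paper's list of RSG-regulated genes, and choosing genes by their change can raise the folds in the data used to choose them. Of these 5 genes, 4 differed. For the remaining gene, 1110032E23Rik, the paper's value is 0.455 and that here 0.642, and it differed only without Pparg+/- LysCre replicate 2 (0.684). For Ear1, which belongs to a family of near-identical genes, the paper's value is 29.6-fold and the value here 3.36-fold, and every alternative set before the data were examined differed too. For Sgms2 the paper's value is 2.06-fold and that here 1.26-fold, again in every alternative. For 5830415G21Rik the paper's value is 0.383 and that here 0.590; under median scaling, in the authors' deposited ratios and without Pparg+/- LysCre replicates 2 or 4 it no longer differed. For Ramp3 the paper's value is 0.494 and that here 0.756; under median scaling, in the authors' deposited ratios and without Pparg+/- LysCre replicate 2 it no longer differed. Under the other alternatives both differed. Of these genes, which the paper calls, none was called here in the main setting. Ear1 and 1110032E23Rik were called under the methods' t-test with and without adjustment, with only the arrays of the groups compared, with the mouse as a block and without Pparg fl/- LysCre replicate 5, and 5830415G21Rik under the unadjusted t-test.

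Table S2 gives the RSG fold in IL-4-treated Pparg+/- LysCre macrophages. Of 9 genes, 1 differed: for Ramp3 the paper's value is 0.349 and that here 0.756, and it differed in every alternative set before the data were examined. For Paqr3 the paper's value is 0.654 and that here 1.07, on the other side of 1, but the mice here spread by more than this difference (SD 0.650), so it was not counted.

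Table S2 also gives the signal of IL-4-treated Pparg fl/- LysCre macrophages over that of Pparg+/- LysCre macrophages. Of 9 genes, 3 differed, none of which was called here in the main setting. For 1110032E23Rik the paper's value is 1.30 and that here 0.821 (adjusted p = 0.369 from limma); only without Pparg fl/- LysCre replicate 6 did it no longer differ. For Paqr3 the paper's value is 1.02 and that here 2.29 (adjusted p = 0.112 from limma); without Pparg+/- LysCre replicate 1 and without Pparg fl/- LysCre replicates 6 or 7 it no longer differed. For Zbtb18 the paper's value is 1.07 and that here 1.83 (adjusted p = 0.103 from limma); under median scaling, in the authors' deposited ratios and without Pparg fl/- LysCre replicates 6 or 7 it no longer differed. Without Pparg fl/- LysCre replicate 5, Paqr3 (2.92-fold, adjusted p = 0.00110 from limma) and Zbtb18 (2.21-fold, adjusted p = 0.000355) were called, and both still differed from the paper's values.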

Other observations

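The tests of Pparg fl/- LysCre replicate 5, of probes detected on all arrays and of detected probes paired by mouse were chosen after the values they address had been seen. The comparisons below belong to no statement of the paper, whose arrays were of another make.

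In macrophages, RSG changed 199 probes in Pparg+/- LysCre cells (95 higher and 104 lower) and 0 in Pparg fl/- LysCre cells by limma, where 497 had an unadjusted p under 0.05 and the methods' t-test called 0 after adjustment and 207 without it. Only the real split (1 of 35) gave as many calls in Pparg+/- LysCre cells. That argues against a chance split, although 1 of 35 is the smallest share that the splits allow. In Pparg fl/- LysCre cells all 35 of 35 splits gave as many, since none was called. The split that follows the scan day there gave 75 calls, and the fit with the mouse as a block 5. Among probes detected on all 16 macrophage arrays, 1.42% were called in Pparg+/- LysCre cells, which argues against detection as the whole cause there. In Pparg fl/- LysCre cells this share is 0% because no probe was called, so it says nothing about detection. Without Pparg+/- LysCre replicates 1, 2, 3 or 4 the 199 became 50, 61, 67 and 55, and without Pparg fl/- LysCre replicates 5 and 6 395 and 129. Pparg fl/- LysCre mice are not among the arrays compared for the 199, so they moved only the spread that the fit shares over its groups. The difference between genotypes was itself past the threshold for 1 probe. Of the 199 probes, 184 (92.5%) changed in the same direction in Pparg fl/- LysCre cells, with a median change of 0.35 against 1.10 (log2); the latter is raised by choosing the probes in those cells.

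In iDCs of Pparg fl/- LysCre mice RSG changed 115 probes (61 higher and 54 lower), and only the real split (1 of 35) gave as many, although another gave 84 and the one that follows the scan day 12. The count leans on the spread of the other arrays in the fit. With only the arrays compared 6 probes were called, and the methods' t-test called 0 after adjustment. The Pparg level was not analysed, so how complete the deletion was in these iDCs is not known. Among probes detected on all 16 iDC arrays 0.810% were called, which argues against detection as the whole cause. The count fell to 27, 29, 58 and 66 without replicates 6, 8, 7 and 5. Of the 999 probes called in Pparg+/- LysCre iDCs, 853 (85.4%) changed in the same direction in Pparg fl/- LysCre iDCs. The median change of the 999 was 0.39 in Pparg fl/- LysCre iDCs against 1.11 in Pparg+/- LysCre iDCs (log2). The latter is raised by choosing the probes in those cells. In both genotypes 84 were called, all in the same direction.

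The response to RSG per mouse, read on 200 probes chosen in the other Pparg+/- LysCre mice, was 0.814 ± 0.0376 (SD, n = 4) of the Pparg+/- LysCre response in Pparg+/- LysCre macrophages and 0.363 ± 0.107 (SD, n = 4) in Pparg fl/- LysCre macrophages (exact two-sided permutation test, p = 0.0286, adjusted p = 0.0286 over both cell types, the smallest that 4 against 4 allow). In iDCs it was 0.934 ± 0.0541 and 0.383 ± 0.173 (SD, n = 4 each; the same exact p = 0.0286). In both cell types all 4 Pparg+/- LysCre mice lay above all 4 Pparg fl/- LysCre mice. Every Pparg fl/- LysCre mouse kept a response above 0, with a lowest value of 0.206 in iDCs and 0.214 in macrophages.

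The genotype effect in vehicle-treated cells was 26 probes in macrophages (9 higher and 17 lower in Pparg fl/- LysCre cells) and 471 in iDCs (213 higher and 258 lower), and only the real split (1 of 35) gave as many in each. Each scan day held 1 genotype. With the scan day as a random block, 0 of the macrophage calls were left by limma (3891 had an unadjusted p under 0.05 without the block), whereas the other splits that follow the scan day gave 0 calls without a block and the mouse as a block gave 341, so these values leave the day neither excluded nor shown as an explanation for them. With the same random block 402 probes were called in iDCs. That block takes account of how alike the arrays of a day are. It cannot separate the genotypes from a shift shared by all days of a genotype, so the day is not excluded there either. Without replicate 5 the counts were 2488 and 2029, and without any other mouse at most 4 and 76.

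The cell type effect in vehicle-treated Pparg+/- LysCre cells covered 4796 probes (2243 higher and 2553 lower in iDCs), and only the real split (1 of 35) gave as many. H2-Q8, which belongs to a family of near-identical genes, was at least 72.3-fold higher and Nlrp3 at least 4.37-fold higher in iDCs, as each was not detected on any of the 4 vehicle-treated Pparg+/- LysCre macrophage arrays. Such a bound sets the brighter group's mean against, per array of the dimmer group, the higher of the lowest signal among detected probes and the probe's own signal; for H2-Q8 its own signal was the higher.

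RSG raised Lhx2 at least 30.7-fold in Pparg+/- LysCre iDCs (adjusted p = 0.000185 from limma; higher in 4 of 4 mice), where no vehicle-treated array detected it. In macrophages Lhx2 was detected on 1 of 4 RSG-treated arrays and on 0 of 4 vehicle-treated arrays. Ear1 rose by 2.81 (log2; standard error 0.31, adjusted p = 8.53e-05 from limma) in Pparg+/- LysCre iDCs and by 2.29 (standard error 0.31, adjusted p = 0.0043) in Pparg fl/- LysCre iDCs, and the latter call was lost without replicate 6, with only the arrays compared and under the methods' t-test after adjustment. Its probe may read other members of its gene family, which was not tested, and its rise in Pparg+/- LysCre macrophages was 1.75 (adjusted p = 0.136 from limma; higher in 4 of 4 mice). Since the arrays pair by mouse, the fit with the mouse as a block matters here, and in it Ear1 was called (adjusted p = 0.00532), as it was with only the arrays compared (0.000849), without replicate 5 (0.00364) and under the methods' t-test. Over all alternatives its adjusted p ran from 0.000849 to 0.440, the highest without Pparg+/- LysCre replicate 2.

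5830415G21Rik fell by 1.46 with RSG in Pparg+/- LysCre iDCs (log2; standard error 0.18, adjusted p = 0.000158 from limma), and the difference in RSG effect between genotypes was 1.28 (standard error 0.25, adjusted p = 0.0447), a call that was lost without each mouse except Pparg fl/- LysCre replicate 5. Sfrp4 was at least 9.06-fold lower with RSG in Pparg+/- LysCre macrophages (adjusted p = 0.0448 from limma), and this call was lost without each of replicates 1, 2, 3, 4, 7 and 8. Among probes without a symbol, mCG141486 was at least 117-fold higher with RSG in Pparg+/- LysCre iDCs, where no vehicle-treated array detected it, and mCG21509.2 fell by 4.39 (log2), with 3 of 4 RSG-treated arrays above background.

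Fewer probes were detected with RSG than with vehicle in macrophages, with 14243 ± 674 against 15521 ± 323 (SD, n = 4) in Pparg+/- LysCre cells (exact two-sided permutation test, p = 0.0571, adjusted p = 0.114 over 4 comparisons) and 14823 ± 467 against 15708 ± 314 (SD, n = 4) in Pparg fl/- LysCre cells (exact p = 0.0286, adjusted p = 0.114). Neither passed the correction in this unpaired test, and in iDCs the exact p was 0.229 and 0.686. Each mouse gave both arrays, and a paired test was added after these values were seen. The RSG-treated macrophage array had fewer detected probes in 8 of 8 mice, with a mean difference of -1081 (SD 592; exact sign-flip test, two-sided p = 0.00781, the smallest that 8 pairs allow, adjusted p = 0.0469 over 6 paired comparisons). In iDCs it had more in 7 of 8 mice (mean difference 413.5, SD 711; exact p = 0.125, adjusted p = 0.15), including all 4 Pparg+/- LysCre mice. Within a genotype, 4 pairs cannot give an exact p under 0.125.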
